A study of Mus musculus with 9 samples. Its data were reported in "Circulating extracellular vesicle microRNAs mediate immune modulation of social behavior in male mice" (2026).

How the data were processed

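The series holds RNA sequencing of PFC tissue from male mice in 9 libraries, 3 per group, and all 9 were used. The authors prepared directional libraries, sequenced them as 75 bp pairs and aligned reads to the mouse genome with STAR (version 2.7.5c per the labels) after bcl2fastq (2.18.0.12). The values analysed are raw gene counts, which the authors made with HTSeq (0.11.1 per the labels), counting reads over exons with a minimum alignment quality of 10 and without regard to strand, and deposited as 1 table. Since strand was not used, a gene that overlaps another on the opposite strand is uncertain, and reads that matched several places equally well were dropped. Reads outside annotated exons, a line of the same table, were kept out of library sizes and gene tests and took 6.54 to 30.1% of uniquely assigned reads. Ambiguous reads took 3.1 to 4.31%. Gene reads per library were 32 to 41.2 M, the 10 most abundant genes took 12.5 to 22.7% of them, and mitochondrially encoded genes 8.8 to 17.7%. Replicate pairs spread more than counting noise alone, with a chi-square per degree of freedom of 18.5 to 102.

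Gene identifiers were matched to GENCODE M21 (GRCm38), an earlier release than the one the authors used, and 55230 of 56246 (98.19%) were found. Names, coordinates, exonic length, GC content and 3' UTRs came from it. Groups were taken from the labels. Replicate numbers in the titles were checked as a pairing: libraries of different groups that share a number had correlations of 0.0795, -0.153, 0.087, 0.16 and 0.0172, with at most 2 shared numbers per comparison, so they were not shown to pair and entered only an alternative.

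The groups gave 3 comparisons: Rag1-/- + vehicle against WT, Rag1-/- + WT EVs against Rag1-/- + vehicle, and Rag1-/- + WT EVs against WT. The samples, tests, gene lists, alternatives and the rule for naming genes were written before the data were examined. All 9 libraries were fitted together in edgeR (4.0.16, R 4.3.3) with TMM scaling, filterByExpr (minimum count 10, minimum total 15) and the 2-sided quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called among 17948 tested. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. Genes called in opposite directions in the first 2 comparisons were counted, beside 100 simulations of unchanged groups that share the vehicle libraries. Each gene was drawn independently in these simulations. Simulated data of 17948 genes were drawn gene by gene, with changes planted only in genes averaging over 5 CPM. On these data the fit for Rag1-/- + vehicle against WT recovered 49% of genes changed 1.5-fold and 96% of genes changed 2-fold with 15 wrong calls. Recovery of genes with lower counts was not measured. For Rag1-/- + WT EVs against Rag1-/- + vehicle the fit recovered 51% and 93% with 5 wrong calls.

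Gene lists with at least 5 tested members, 29 in all, were tested with limma's camera (3.58.1) on voom weights at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists of each comparison. Camera at the preset correlation treats genes of a list as nearly independent, so each call is given beside the adjusted p at the correlation estimated from the data. Genes named were Rag1, Rag2, Prkce, Gphn, Nsf, Camk2a, Fos, Xist and Ddx3y in every comparison. To these were added, per comparison, up to 8 protein-coding genes per direction with the largest fold changes that passed, averaged at least 1 CPM and had no overlap between groups, up to 4 members with the smallest p of each list described, and the 6 genes per direction with the strongest opposite changes. Some genes that this rule selects are not reported here. Seed sites were matches to bases 2 to 8 of each microRNA in the longest 3' UTR, beside 100 shuffled 7-mers. Called genes within 10 Mb of Rag1 were compared with the rest by a 2-sided Fisher's exact test. Shares of reads outside exons were compared by 2-sided exact permutation.

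Alternatives were DESeq2 (1.42.0) on all 9 libraries or the 6 compared, edgeR on the 6 compared, limma-voom, DESeq2's size factors or upper-quartile factors, no filter or at least 1 CPM in 3 libraries, a replicate block, offsets for GC content and gene length, both together, 1 surrogate variable (sva 3.50.0), a fold of at least 1.5, and each library left out in turn. For lists they included an estimated correlation and fry, for the region near Rag1 windows of 5 and 20 Mb, and for seeds 8-base sites. Library quality weights and the log2 share of reads outside exons as a covariate were added after the libraries' read totals had been seen. Figures were drawn with matplotlib (3.10.9) in Python 3.11.15 from log2 CPM with a pseudocount of 0.5.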

Results

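Prefrontal cortex (PFC) RNA was sequenced in 9 libraries, 3 from each of 3 groups: wild-type (WT) mice, Rag1-/- mice given medium (vehicle), and Rag1-/- mice given extracellular vesicles from the blood of WT mice (WT EVs). Rag1 encodes a subunit of the V(D)J recombinase, and mice without it have no mature T or B cells. Extracellular vesicles (EVs) are small membrane vesicles that carry RNA and protein between cells. The WT libraries were replicates 1, 3 and 6, the vehicle libraries replicates 1, 2 and 3, and the EV libraries replicates 2, 3 and 5. The labels list no treatment for the WT libraries, while their titles carry the same mark for medium as those of the vehicle libraries, and the study describes its WT mice in this comparison as given medium. Each library was taken as 1 mouse, which the labels do not state, and p-values measure only the spread between these libraries. Reads assigned to genes numbered 33.8, 36.6 and 37.1 M in WT replicates 1, 3 and 6. They numbered 36, 38.9 and 41.2 M in vehicle replicates 1, 2 and 3, and 35.1, 33.8 and 32 M in EV replicates 2, 3 and 5.

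Reads that aligned outside annotated exons took 6.74% ± 0.183 (SD, n = 3) of uniquely assigned reads in vehicle libraries, 9.06% ± 1.88 in EV libraries and 16.4% ± 12 in WT libraries. All 3 vehicle libraries lay below all 3 libraries of each other group, and the 2-sided exact permutation p was 0.1 for both comparisons, the smallest that 3 libraries against 3 can give. WT replicate 6 held 30.1% of its reads outside exons, against 10.9% in WT replicate 1 and 8.11% in WT replicate 3. It also had 21389 genes with at least 10 reads, where the other 8 libraries had 16326 to 17662. Non-coding genes inside the introns of expressed coding genes had a median of 0.901 CPM in WT replicate 6 and of 0.0471 to 0.0551 CPM in the vehicle libraries. CPM are counts per M reads in tested genes, after TMM scaling. The first principal component held 59.9% of the variance and placed WT replicate 6 at 80.8, the vehicle libraries between -25.4 and -23.9, and the other 5 libraries between -12.3 and 14.4.

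**Figure D1:**
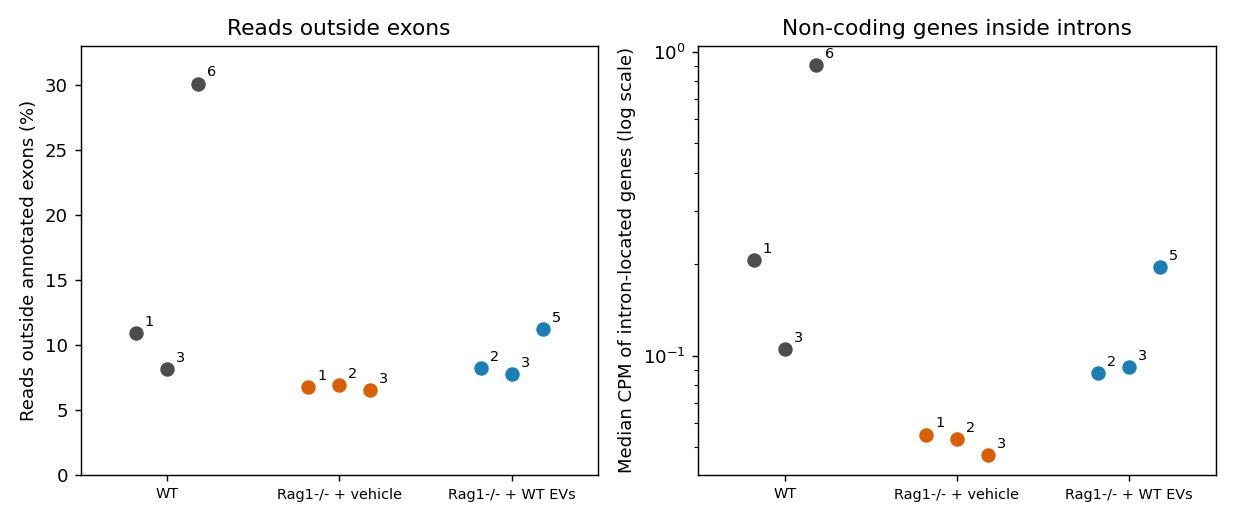
Share of uniquely assigned reads outside annotated exons (left, %) and median CPM of non-coding genes inside introns of expressed coding genes (right, log scale), 1 point per library with its replicate number. The vehicle libraries sit lowest in both panels (6.54 to 6.9% at left), and WT replicate 6 highest (30.1% and 0.901 CPM).

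**Figure D2:**
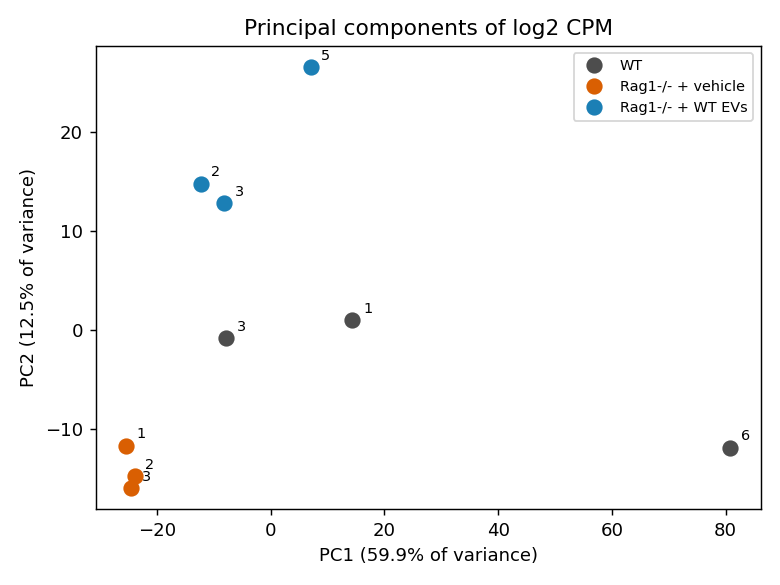
First and second principal components of log2 CPM, 1 point per library with its replicate number, in arbitrary units. WT replicate 6 lies at 80.8 on the first component, and the second component places the EV libraries between 12.8 and 26.6 and the vehicle libraries between -16 and -11.7.

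Rag1 itself (chromosome 2, 101638282 to 101649501, GRCm38) was counted in every library and was higher, not lower, in those labelled Rag1-/-. It stood at 7.82, 7.04 and 6.85 CPM in vehicle replicates 1, 2 and 3, at 6.8, 7.32 and 6.26 CPM in EV replicates 2, 3 and 5, and at 1.09, 0.842 and 0.232 CPM in WT replicates 1, 3 and 6. Counts over a whole gene do not show whether a disrupted allele made a functional transcript, the labels do not describe the allele, and directions are given between the libraries as labelled. Rag2 (at most 0.196 CPM) and Xist (at most 0.107 CPM as a group mean) were too low to test, and Ddx3y, on chromosome Y, had group means of 58.9 to 71.4 CPM.

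The first comparison asked how the PFC of the mice labelled Rag1-/- + vehicle differed from that of WT mice. Prrt1 and Chgb were higher in the vehicle libraries: Prrt1, which encodes an auxiliary protein of AMPA receptors, stood at 55.8 ± 9.39 CPM (SD, n = 3) against 23.9 ± 4.55 in WT, and Chgb, a protein of dense-core vesicles, at 237 ± 18 against 106 ± 31.1. Lower in vehicle libraries were Ppp1r3c, a regulator of glycogen synthesis (51.5 ± 2.16 against 99.5 ± 12.6 CPM), and Rps14, a protein of the small ribosomal subunit (143 ± 6.87 against 277 ± 47.2 CPM). Of 17948 genes tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 2871 (16%) passed an adjusted p of 0.05, 1128 higher and 1743 lower in vehicle libraries. Their median absolute log2 fold change was 0.56, and 1340 lay beyond 1.5-fold and 748 beyond 2-fold. Besides Rag1 (log2 fold change 3.34, SE 0.336, edgeR adjusted p = 0.0127), the largest increases by the naming rule were those of mt-Nd6 (1.54), Mt2 (1.28), Prrt1 (1.22, SE 0.151, edgeR adjusted p = 0.015), Dlx5 (1.18), Chgb (1.16), Mc4r (1.13) and Fmod (1.13). Mt2 shares 73.5% of its exons with another gene and mt-Nd6 lies opposite transcripts of the other mitochondrial strand, so both counts are uncertain where strand was not used. The largest decreases, those of S100a8 (-3.85, SE 1.03), 5530401A14Rik (-3.59), Lrtm1 (-3.57), Sycp2 (-2.15), Snhg11 (-2.06), Muc15 (-2.03), Cd46 (-1.91) and 1700109H08Rik (-1.86, SE 0.562), came with WT standard deviations of similar size to the WT means. Snhg11, named as a host gene of small nucleolar RNAs and protein-coding in the annotation used, stood at 134, 76.4 and 501 CPM in WT replicates 1, 3 and 6, and S100a8, a myeloid calcium-binding protein, at 0.53, 5.45 and 0.463 CPM. DESeq2 called 4788 genes and edgeR on the 6 libraries alone called 0, with 5387 genes at an unadjusted p under 0.05. DESeq2 on the 6 libraries alone called 3646, and edgeR with the replicate block and GC and length offsets 587 higher and 569 lower. In edgeR 107 passed with 1 surrogate variable and 109 with the share of reads outside exons as a covariate. The edgeR count of 2871 fell to 3 without vehicle replicate 1, to 0 without vehicle replicate 2 (5278 at an unadjusted p under 0.05) or 3 (5258), and to 1 without WT replicate 1. It was 1483 without WT replicate 6, 1826 without EV replicate 2, 1422 without EV replicate 3 and 6602 without WT replicate 3.

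Among gene lists fixed in advance, those of ribosomal proteins, astrocytes, oxidative phosphorylation and microglia passed lower in vehicle libraries. Cytosolic ribosomal proteins fell, with 53 of 78 tested genes passing lower and 0 higher (66 lower when adjusted over the list alone), a median log2 fold change of -0.51 and a camera adjusted p of 1.5e-24. Rps27l (-0.95, SE 0.131), Rps14 (-0.95), Rpl12 (-0.74) and Rps16 (-0.69) led the list by p, and their counts are uncertain where reads matched pseudogenes equally well and were dropped. Astrocyte markers fell, with 15 of 22 passing lower (20 adjusted over the list alone), at a camera adjusted p of 2.79e-11. Ppp1r3c (-0.95, SE 0.103), the glycolytic enzyme Aldoc (-0.65), Acsbg1 (-0.66) and Mlc1 (-0.62) led them. Nuclear genes of oxidative phosphorylation fell as a list (16 of 72 lower, 26 adjusted over the list alone, median -0.16, camera adjusted p = 8.39e-05), with Cox7b at -0.72 and Ndufa7 at -0.67. Microglial markers fell as a list (4 of 24 lower by either adjustment, median -0.16, camera adjusted p = 0.0139), with Tyrobp at -0.62, Siglech at -0.56 and Fcgr3 at -0.69. With an estimated correlation between genes none of these calls held (adjusted p = 0.582 for ribosomal proteins and astrocytes, 0.687 for oxidative phosphorylation, 0.72 for microglia). With GC and length offsets the medians of oxidative phosphorylation (0.0746, camera adjusted p = 0.899) and microglia (0.0181, 0.309) changed sign. The microglial call was also lost without Rag1-/- + vehicle replicate 3 (camera adjusted p = 0.0632), without WT replicate 1 (0.416, median 0.0281) and without WT replicate 3 (0.203). By median log2 deviation of the microglial list the groups overlapped, with WT replicate 6 at -0.352 and the vehicle libraries at -0.271 to -0.102.

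Among neuronal lists, genes of synaptic vesicle release rose (14 of 44 higher and 3 lower, 18 and 3 adjusted over the list alone, median 0.30, camera adjusted p = 1e-05), with Syn1, a synapsin on the vesicle surface, at 622 ± 31.1 against 402 ± 63.9 CPM (n = 3 per group). Dnm3 (0.59) and Nrxn3 (0.55) rose with it while Unc13c fell by 0.79 on the log2 scale. Inhibitory synapse genes rose (10 of 39 higher and 2 lower, 16 and 3 adjusted over the list alone, median 0.30, camera adjusted p = 3.85e-05), with the GABA-A receptor subunit Gabrg3 at 0.44 and its partner Shisa7 at 0.53, and with Iqsec3 at -0.67. Deep-layer pyramidal markers rose (5 of 23 higher, 7 adjusted over the list alone, median 0.46, camera adjusted p = 3.85e-05), among them the transcription factor Tbr1 (0.44) and Sulf2 (0.65). Interneuron markers rose (6 of 31 higher and 2 lower, 17 and 2 adjusted over the list alone, median 0.45, camera adjusted p = 9.31e-05), with somatostatin, Sst, at 93.6 ± 18.8 against 49.2 ± 13.4 CPM. Potassium channels rose (12 of 38 higher and 3 lower, 22 and 5 adjusted over the list alone, median 0.33, camera adjusted p = 0.000166). Genes of mouse models with altered sociability rose too (8 of 33 higher and 3 lower, 13 and 3 adjusted over the list alone, median 0.25, camera adjusted p = 0.000453), where Scn2a stood at 0.70 and Shank3 at -0.63. Activity-regulated genes rose (4 of 35 higher and 1 lower, 3 and 0 adjusted over the list alone, median 0.36, camera adjusted p = 0.000834), with Egr1 at 0.82 and Vgf at 0.78. The groups overlapped by median log2 deviation of this list, with vehicle replicate 1 at -0.0709 and WT replicate 1 at 0.122. Meningeal fibroblast markers rose (2 of 19 higher, 1 adjusted over the list alone, median 0.52, camera adjusted p = 0.00291), a call lost without WT replicate 6 (camera adjusted p = 0.0635, median 0.24). With an estimated correlation the adjusted p was 0.582 for vesicle release, deep-layer, interneuron, potassium channel and sociability genes, and 0.687 for inhibitory synapse, activity-regulated and meningeal genes. In the same libraries the share of reads outside exons was 6.74% ± 0.183 in vehicle and 16.4% ± 12 in WT. Without vehicle replicate 2 or 3, 0 of the single genes above passed in edgeR.

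Excitatory synapse genes moved both ways, with 16 of 51 higher and 9 lower (20 and 9 adjusted over the list alone) and a camera adjusted p of 0.0626. Camk2a, the alpha subunit of the calcium/calmodulin kinase of excitatory neurons, fell from 5670 ± 294 CPM in WT to 3830 ± 233 in vehicle libraries (n = 3 each, log2 fold change -0.57, SE 0.106, edgeR adjusted p = 0.0205). Dlgap3 (-0.58), Homer2 (-0.67) and Shank3 (-0.63) were lower as well. The protein kinase C list had 1 of 14 higher and 6 lower (2 and 7 adjusted over the list alone, camera adjusted p = 0.169). The only member that passed higher over all genes was Prkce, which encodes protein kinase C epsilon (chromosome 17, 86167785 to 86657919, GRCm38). It stood at 602 ± 7.23 CPM in vehicle and 473 ± 42.7 in WT libraries, a log2 fold change of 0.35 (SE 0.0984, edgeR adjusted p = 0.0391). Prkd3 (-0.61), Prkd1 (-0.50), Prkcd (-0.57) and Prkcz (-0.31) fell. Nsf, an ATPase of vesicle fusion, rose (0.55, SE 0.148, edgeR adjusted p = 0.0355), while Gphn, which encodes gephyrin (0.15, edgeR adjusted p = 0.24), and Fos (0.67, edgeR adjusted p = 0.264) did not pass. No gene, Prkce and Camk2a included, passed in edgeR without vehicle replicate 2 (0 genes) or 3 (0 genes).

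Of the remaining lists, T and B lymphocyte genes had 8 of 28 members high enough to test, 0 of which passed (camera adjusted p = 0.998). Upper-layer pyramidal markers had 1 of 18 higher and 1 lower (camera adjusted p = 0.685), genes of the olfactory bulb and migrating neuroblasts 0 of 15 (0.214), choroid plexus and ependyma 0 of 12 (0.998), and nuclear-retained and spliceosomal RNA 1 of 27 higher and 6 lower (median -0.23, 0.21). The listed genes within 10 Mb of Rag1 had 3 of 56 higher and 1 lower (camera adjusted p = 0.459). The lists of striatal neurons (0.0582), oligodendrocytes (0.209), their precursors (0.167), endothelial cells (0.241), pericytes (0.549), red blood cells (0.209), interferon response (0.865), heat shock (0.21) and mitochondrially encoded genes (0.549) did not pass by camera adjusted p. For the list near Rag1 and for choroid plexus the median, the mean and the test differed in sign. Counted over all annotated genes within 10 Mb, which could carry alleles of the strain the mutation was made in, 13 of 95 passed (13.7%) against 16% elsewhere (odds ratio 0.832, 2-sided Fisher's exact p = 0.673). After EVs 3 of 95 passed in that region (odds ratio 0.922, Fisher's exact p = 1).

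**Figure D3:**
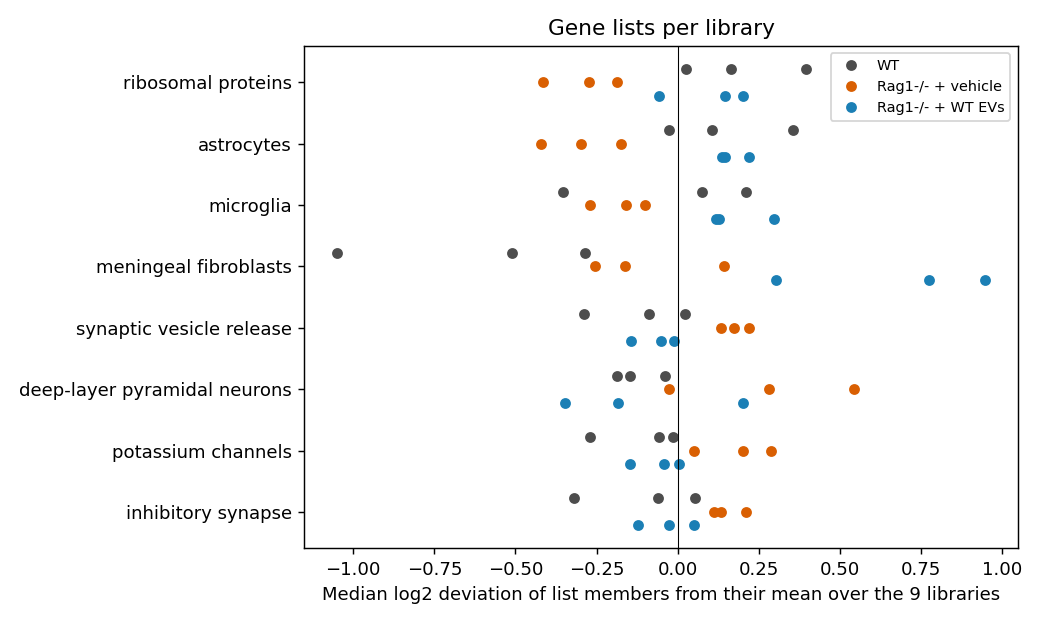
Median log2 deviation of the members of 8 gene lists from their mean over the 9 libraries, 1 point per library, coloured by group. Vehicle libraries lie lowest for ribosomal proteins (-0.416 to -0.188) and astrocytes (-0.421 to -0.176), and EV libraries highest for meningeal fibroblasts (0.302 to 0.947).

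The next comparison asked what changed in mice labelled Rag1-/- when WT EVs replaced vehicle. Rps14, Ppp1r3c and Ptgds were higher after EVs: Rps14 stood at 324 ± 69.4 CPM (SD, n = 3) against 143 ± 6.87 in vehicle libraries, and the astrocyte glycogen regulator Ppp1r3c at 85.8 ± 6.09 against 51.5 ± 2.16. Ptgds, a prostaglandin D synthase abundant in meninges, stood at 873 ± 238 against 431 ± 55.9. Lower after EVs were Prrt1 (25.7 ± 1.36 against 55.8 ± 9.39 CPM), the kainate receptor subunit Grik3 (60.8 ± 22 against 118 ± 21) and Syn1 (403 ± 6.48 against 622 ± 31.1). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 613 of 17948 genes passed, 390 higher and 223 lower after EVs, with 222 beyond 1.5-fold and 20 beyond 2-fold. The largest increases by the naming rule were those of Ctxn3 (1.44, SE 0.251, edgeR adjusted p = 0.0286), the retinoic acid binding protein Crabp2 (1.38), the glutamine transporter Slc1a5 (1.33), Zic4 (1.30), Rps14 (1.18, SE 0.158, edgeR adjusted p = 0.0215), Mrc2 (1.12), Rdm1 (1.09) and Sned1 (1.09, of which 19.6% of exons overlap another gene). The largest decreases were those of Prrt1 (-1.12, SE 0.151, edgeR adjusted p = 0.0215), Arhgap25 (-0.97), Grik3 (-0.96), Prr36 (-0.86), Chgb (-0.82), the neuronal transcription factor Neurod6 (-0.79), Pianp (-0.77) and 2310061I04Rik (-0.77). Camk2a rose (0.45, SE 0.106, edgeR adjusted p = 0.0462). Prkce was 494 ± 45 CPM after EVs, a log2 fold change of -0.29 (SE 0.0984, edgeR unadjusted p = 0.0143, edgeR adjusted p = 0.118) that did not pass. Nsf (-0.45, edgeR adjusted p = 0.101), Gphn (-0.13, 0.403), Fos (-0.58, 0.428) and Rag1 (-0.0906, 0.871) did not pass either. DESeq2 called 1983 genes, edgeR on the 6 libraries alone 3289, and edgeR with GC and length offsets 21. The majority was not stable: DESeq2 called 817 higher and 1166 lower on all 9 libraries and 1337 higher and 2116 lower on the 6, and edgeR 410 higher and 532 lower with the replicate block and GC and length offsets. With DESeq2's size factors in place of TMM it called 266 higher and 246 lower. In edgeR 0 genes passed without EV replicate 2 (3518 at an unadjusted p under 0.05), without EV replicate 5 (2533), and without vehicle replicate 2 (2886) or 3 (3157). With other libraries left out 1 passed without vehicle replicate 1, 17 without WT replicate 1, 222 without EV replicate 3, 1317 without WT replicate 3 and 2985 without WT replicate 6.

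Ribosomal proteins rose after EVs as a list (18 of 78 higher, 56 adjusted over the list alone, median 0.38, camera adjusted p = 1.36e-23), with Rplp0 (0.60) and Rpsa (0.61) beside Rps14. Astrocyte markers rose (9 of 22 higher, 17 adjusted over the list alone, median 0.46, camera adjusted p = 2.1e-14). Meningeal fibroblast markers rose in all 19 members by fold, 2 past the test over all genes and 16 adjusted over the list alone (median 0.92, camera adjusted p = 6.03e-09). The 2 were Ptgds (1.02, SE 0.239) and the GABA transporter Slc6a13 (0.95, SE 0.171, edgeR adjusted p = 0.0295), and Islr (0.79) and the proteoglycan Dcn (0.99) came next. Microglial markers rose (3 of 24 higher, 9 adjusted over the list alone, median 0.38, camera adjusted p = 1.38e-06), with C1qb (0.69), Siglech (0.59) and Tyrobp (0.54). Nuclear oxidative phosphorylation genes rose as a list (3 of 72 by either adjustment, median 0.13, camera adjusted p = 0.000126). Interferon response genes were called higher only as a list (median 0.34, camera adjusted p = 0.000624), with 0 of 38 passing by either adjustment. Irf7 stood at 0.95 and Oasl2 at 0.89 without passing. The oligodendrocyte (1 of 24 by either adjustment, median 0.22, camera adjusted p = 0.00745), pericyte and smooth muscle (0 of 13, 2 adjusted over the list alone, 0.34, 0.014) and endothelial lists (0 of 23 by either adjustment, 0.23, 0.0336) were called higher as well. With an estimated correlation the adjusted p was 0.462 for ribosomal, astrocyte, meningeal, microglial and interferon genes, 0.626 for oxidative phosphorylation, 0.676 for oligodendrocytes, 0.606 for pericytes and 0.731 for endothelial cells. With GC and length offsets the median of oxidative phosphorylation changed sign (-0.0193, camera adjusted p = 0.849) and the oligodendrocyte (0.0554) and endothelial calls (0.0888) were lost. Some list calls were also lost with single libraries left out: oligodendrocytes (camera adjusted p = 0.783, median -0.0344) and oxidative phosphorylation (0.103) without Rag1-/- + WT EVs replicate 2, pericytes (0.0543 and 0.0851) and endothelial cells (0.0674 and 0.202) without Rag1-/- + WT EVs replicate 3 and without Rag1-/- + WT EVs replicate 5. The endothelial call was also lost without Rag1-/- + vehicle replicate 2 (0.0566) and without Rag1-/- + vehicle replicate 3 (0.0522). By median log2 deviation EV and vehicle libraries overlapped for 3 of these lists. For oxidative phosphorylation EV replicate 3 (-0.101) lay below vehicle replicate 3 (0.00573). For oligodendrocytes EV replicate 5 (-0.0781), and for endothelial cells EV replicate 2 (-0.0716), lay below vehicle replicate 1 (0.0708 and -0.0411).

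Several neuronal lists fell after EVs. Synaptic vesicle release fell (2 of 44 lower, 16 lower and 2 higher adjusted over the list alone, median -0.27, camera adjusted p = 2.67e-08), with Syn1 at -0.63 and Dnm3 at -0.52. Deep-layer markers fell (3 of 23 lower, 6 adjusted over the list alone, median -0.41, camera adjusted p = 1.38e-06), among them Tbr1 (-0.39), Sulf2 (-0.49) and Deptor (-0.56). Sociability model genes fell (4 of 33 lower, 10 lower and 2 higher adjusted over the list alone, median -0.24, camera adjusted p = 7.02e-06), with the NMDA receptor subunit Grin2b at -0.77, Foxp1 at -0.43 and Pogz at -0.41. Potassium channels (3 of 38 lower and 1 higher, 17 and 2 adjusted over the list alone, median -0.33, camera adjusted p = 7.06e-05), inhibitory synapse genes (4 of 39 lower, 10 adjusted over the list alone, median -0.14, camera adjusted p = 0.000387) and excitatory synapse genes (3 of 51 lower and 2 higher, 15 and 7 adjusted over the list alone, median -0.17, camera adjusted p = 0.000817) fell. Gabrg3 (-0.52), Gabbr2 (-0.54), Gabrb1 (-0.44) and Shisa7 (-0.63) were the inhibitory synapse genes that passed. Activity-regulated genes (1 of 35 lower, 2 adjusted over the list alone, median -0.20, camera adjusted p = 0.00201) and interneuron markers (1 of 31 lower by either adjustment, median -0.21, camera adjusted p = 0.00201) fell as lists, the first not without Rag1-/- + WT EVs replicate 5 (0.0548). By median log2 deviation, vehicle replicate 1 lay below EV replicate 2 for activity-regulated (-0.0709 against 0.124) and deep-layer genes (-0.0282 against 0.201). With an estimated correlation the adjusted p was 0.462 for vesicle release, deep-layer, sociability, potassium channel and excitatory synapse genes, 0.606 for inhibitory synapse, 0.634 for activity-regulated genes and 0.584 for interneurons. The protein kinase C list did not pass (1 of 14 higher, 5 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.184), and Prkcd, its 1 passing member, rose by 0.62. Mitochondrially encoded genes (camera adjusted p = 0.168), oligodendrocyte precursors (0.22), choroid plexus (0.309), red blood cells (0.372), upper-layer markers (0.486), striatal neurons (0.682), heat shock (0.869) and nuclear-retained RNA (0.969) did not pass either. The olfactory bulb (0.512), lymphocyte (0.969) and Rag1 region lists (0.988) did not pass, and in these median, mean and test differed in sign. The share of reads outside exons was 9.06% ± 1.88 in EV and 6.74% ± 0.183 in vehicle libraries. In edgeR 0 of these single genes passed without EV replicate 2 or 5 or without vehicle replicate 2 or 3.

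The study proposes that 2 microRNAs carried by EVs, miR-103-3p and miR-23a-3p, act on the brain. Genes with a match to either seed in the 3' UTR were therefore compared with the rest. Of 14436 genes with an annotated 3' UTR, 2551 had a 7-base site for miR-23a-3p and their mean log2 fold change after EVs was lower by -0.0672 (camera p = 0.00189, 0.0675 with an estimated correlation). Of 100 control 7-mers of the same base composition, 53 had a higher value, and all lay between -0.0965 and -0.0356. For miR-103-3p there were 2168 genes, a difference of -0.074 (camera p = 0.00113, 0.037 with an estimated correlation) and 81 of 100 controls with a higher value. In Rag1-/- + vehicle against WT, 41 of 100 controls had a higher value than miR-23a-3p and 52 of 100 a higher value than miR-103-3p. The longest annotated 3' UTR of Prkce held a 7-base site for miR-103-3p and none for miR-23a-3p. The study reports predicted sites for both microRNAs in the Prkce 3' UTR, in regions conserved between mouse and human. Sites without the full 7-base match, and other annotated 3' UTRs, were not searched. The search therefore does not show that the predicted miR-23a-3p site is absent. The study also tested both microRNAs with mimics loaded into EVs, which these libraries do not cover.

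The third comparison asked how far EV-treated mice still differed from WT mice. Few genes passed, and 2 of them are on the list of meningeal fibroblast markers: Slc6a13 stood at 11.9 ± 1.87 CPM after EVs against 4.31 ± 0.712 in WT (SD, n = 3) and Islr at 23 ± 4.05 against 7.28 ± 2.09. The bone morphogenetic protein Bmp6 stood at 12.5 ± 1.33 against 3.61 ± 1.28 and the collagen receptor Mrc2 at 21.2 ± 5.09 against 6.85 ± 2.05. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 8 genes passed, 7 higher and 1 lower: Rag1 (3.25, SE 0.337, adjusted p = 0.0173), Osr1 (2.09), Bmp6 (1.80), Islr (1.66), Mrc2 (1.63), Slc6a13 (1.47, SE 0.175, adjusted p = 0.0296), Stoml1 (0.77) and, lower, Btaf1 (-0.81, SE 0.11, adjusted p = 0.0353). At an unadjusted p under 0.05 there were 2944. Prkce (0.0627), Camk2a (-0.12), Nsf (0.0927), Gphn (0.0206) and Fos (0.0934) had edgeR adjusted p of 0.591 to 0.93. DESeq2 called 340 genes, edgeR on the 6 libraries alone 0 (1890 at an unadjusted p under 0.05) and edgeR with GC and length offsets 1. The count was 0 without EV replicate 5 (2416 at an unadjusted p under 0.05) and without vehicle replicate 2 (2490) or 3 (2647), 1 without EV replicate 3 and without WT replicate 1, 2 without vehicle replicate 1, 24 without EV replicate 2, 46 without WT replicate 6 and 1537 without WT replicate 3.

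Meningeal fibroblast markers had the smallest camera p, with all 19 higher by fold, 2 past the test over all genes and 18 adjusted over the list alone (median 1.43, camera adjusted p = 2.83e-20, 0.852 with an estimated correlation). Ptgds was 873 ± 238 CPM against 295 ± 93.1 and Col3a1, a fibrillar collagen, 7.3 ± 2.36 against 2.27 ± 0.363, neither past the test over all genes. Oligodendrocyte markers rose as a list (0 of 24 over all genes, 4 adjusted over the list alone, median 0.28, camera adjusted p = 4.12e-06), with Gsn (0.77), Mog (0.76) and Cldn11 (0.69) at the front. The lists of oligodendrocyte precursors (0 of 15, 1 adjusted over the list alone, median 0.22, camera adjusted p = 0.000814), interferon response (0 of 38 by either adjustment, 0.23, 0.00107), striatal neurons (0 of 17 by either adjustment, 0.49, 0.00292), mitochondrially encoded genes (0 of 11 by either adjustment, 0.36, 0.00587) and heat shock and acute stress (0 of 25 by either adjustment, 0.13, 0.0349) were called higher. Ribosomal proteins (0 of 78 by either adjustment, -0.11, 0.00449) and red blood cell genes (0 of 8, 2 adjusted over the list alone, -1.64, 0.0196) were called lower. With an estimated correlation the adjusted p was 0.852 for the oligodendrocyte, precursor, interferon, striatal, mitochondrial and red blood cell lists, 0.925 for heat shock and 0.944 for ribosomal proteins. Calls were lost for striatal genes (camera adjusted p = 0.241) and heat shock (0.128) without Rag1-/- + WT EVs replicate 2, for heat shock (0.0607) and ribosomal proteins (0.944, median 0.00405) without Rag1-/- + WT EVs replicate 3, for mitochondrial genes without Rag1-/- + WT EVs replicate 5 (0.0811), for these (0.174) and red blood cells (0.184) without WT replicate 3, and for heat shock (0.968) and ribosomal proteins (0.844) without WT replicate 6. With GC and length offsets the ribosomal call was also lost (0.0647). EV and WT libraries overlapped by median log2 deviation for the oligodendrocyte, mitochondrial, heat shock, ribosomal and red blood cell lists. Median, mean and test differed in sign for vesicle release, protein kinase C, upper-layer, deep-layer, astrocyte, lymphocyte and sociability genes, none of which passed.

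The study chose genes that changed one way between WT and Rag1-/- mice and back after EVs. Safb and Zc3h13 were among the genes higher in vehicle libraries and lower after EVs. Safb, a nuclear scaffold protein that binds RNA, stood at 36.3 ± 4.15 CPM in WT, 61.7 ± 5.66 in vehicle and 38.3 ± 2.98 in EV libraries (n = 3 each). Zc3h13, a subunit of the RNA methylation complex, stood at 45.3 ± 1.62, 65 ± 5.04 and 40.3 ± 1.07. Aldoc and Sdc4 were among the genes lower in vehicle libraries and higher after EVs. Aldoc stood at 914 ± 63.3, 584 ± 37.8 and 892 ± 22.4 CPM, and the heparan sulfate proteoglycan Sdc4 at 99.6 ± 7.1, 60.8 ± 2.88 and 98.4 ± 3.37. In edgeR 410 genes changed in opposite directions in both comparisons, 137 higher then lower and 273 lower then higher, and 1 changed the same way. Independent lists of these sizes would share 14 and 37.9 genes in the opposite directions and 46.2 in the same direction. The first set included Prrt1, Safb (0.77 then -0.69), 2310061I04Rik and Zc3h13 (0.52 then -0.69), and the other was led by Ppp1r3c (-0.95 then 0.74), Sdc4 (-0.71 then 0.69), Suclg2, Ndrg2 (-0.75 then 0.71), Aldoc (-0.65 then 0.61) and Asrgl1. Camk2a fell and rose, while Prkce rose in vehicle libraries and was not among the 410. The fall of Prkce after EVs had an unadjusted edgeR p of 0.0143, and the study chose Prkce from calls made with DESeq2. The DESeq2 result for Prkce is not reported here, so the edgeR values alone do not show whether that call recurs. Both comparisons use the same 3 vehicle libraries, too few to split, so part of the excess may come from sharing them. The correlation across genes, which are not independent replicates, was -0.738 against -0.517 to -0.466 in 100 simulations of unchanged groups, and the covariance -0.303 against -0.0732 to -0.0614, a difference of -0.236 from the simulated median. Opposite calls numbered 0 or 1 in the simulations. Each gene was drawn independently there, so the simulations cannot show how far gradients shared across genes would widen these ranges. DESeq2 gave 1270 such genes (769 and 501) and edgeR on the 6 libraries of each comparison 0, since its first comparison called none. In edgeR the count was 21 with GC and length offsets, 90 with 1 surrogate variable and 93 with the share of reads outside exons as a covariate. The count was 0 without EV replicate 2 or 5, without any 1 vehicle library and without WT replicate 1, 146 without EV replicate 3, 1005 without WT replicate 3 and 1000 without WT replicate 6. Across genes the correlation of the fold changes was -0.725 with GC and length offsets and -0.59 with 1 surrogate variable. Without 1 vehicle library it was -0.771 to -0.753, and without EV replicate 5 it was -0.502. Both comparisons still shared vehicle libraries in each of these fits.

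**Figure D4:**
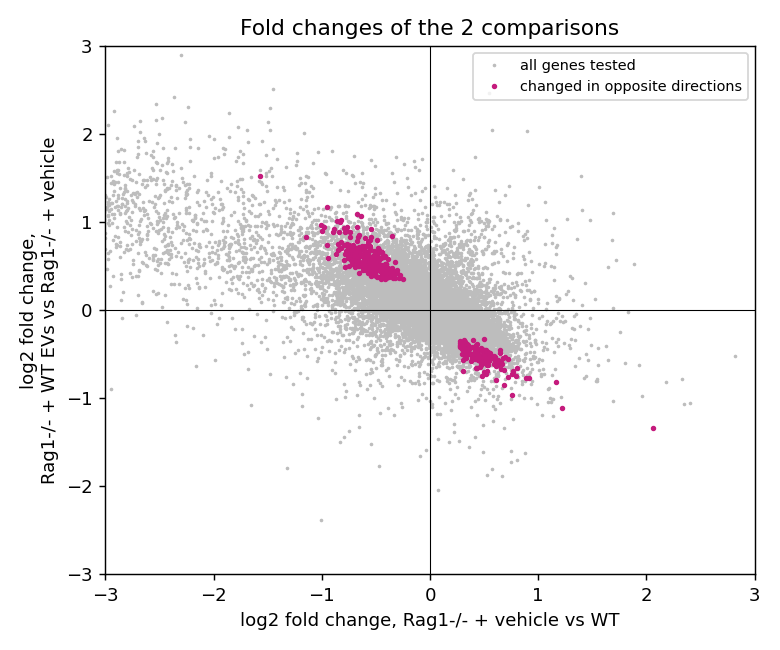
log2 fold change of each tested gene between Rag1-/- + vehicle and WT (x) and between Rag1-/- + WT EVs and Rag1-/- + vehicle (y), with the 410 genes that passed in opposite directions in colour; 518 genes lie outside the plotted range of -3 to 3. The correlation across genes was -0.738, against a simulated median of -0.494 for unchanged groups that share the vehicle libraries, with each gene drawn independently.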

Values the study reported

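The study reports 4772 genes that differ in the PFC between WT and Rag1-/- mice, and 2027 genes whose expression was altered when WT EVs were injected into Rag1-/- mice. Of the latter, 1280 were also among the former, and the study describes these as altered in opposite directions. It selects 755 mRNAs that were higher in Rag1-/- mice and lower after WT EVs, and names Prkce as a target of interest. Its methods name DESeq2 and an adjusted p under 0.05 for these comparisons.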

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

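The tests of receptor genes with a read, of the axes between WT and between EV libraries, and of meningeal markers were chosen after the result was seen. The test of unspliced RNA was written before its value was known but after the first tests of genomic DNA had been read.

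Reads outside annotated exons entered no gene's count, and their share was above that of every vehicle library (at most 6.9%) in all 6 other libraries. It was 8.24, 7.73 and 11.2% in EV replicates 2, 3 and 5, and 10.9, 8.11 and 30.1% in WT replicates 1, 3 and 6.

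WT replicate 6 stood apart from the other 8 libraries. Genomic DNA as the bulk of its extra reads was argued against, since 6.84% of 1740 olfactory and vomeronasal receptor genes had a read in it. Subtracting a genomic share set by the receptor genes' rate (0.0114 reads per kb and M gene reads in it) removed -0.158% of the shift of called genes. At so low a rate little could be removed, so the subtraction adds no separate evidence. A smaller amount of genomic DNA was not excluded, as the receptor genes' read rate was 2.01 times the highest of the other libraries. Those reads fell in 119 receptor genes, against 77 to 118 in the other libraries, so the higher rate was not spread over many more genes. Unspliced RNA had the values it needs: non-coding genes inside introns of expressed genes were higher relative to the other WT libraries than non-coding genes inside no gene, by 1.76 on the log2 scale. Whether tissue handling or the animal lies behind more unspliced RNA was not tested.

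The opposite changes of the first 2 comparisons went beyond simulations of shared vehicle libraries, with a covariance of -0.303 against -0.0732 to -0.0614. The simulations drew each gene independently, while the first principal component of the real libraries held 59.9% of the variance. They therefore cannot exclude shared vehicle libraries alone as the source. Of 100 regroupings of the 9 libraries only the real 1 gave as many as 410 opposite genes, and the highest other gave 3. That other regrouping held the real groups, with the EV libraries as the shared group, and called 613 and 8 genes. A mixed regrouping, with EV replicate 5 and WT replicates 3 and 6 as the shared group, called 1782 genes in 1 comparison but 0 opposite genes. These values argue against a random choice of the shared group. No other regrouping drawn kept the vehicle libraries together as that group. Regroupings of the WT and EV libraries alone were therefore not tried and are not excluded. A gradient that also runs within groups had the values it needs: across genes, which are not independent, the leading axis between WT libraries correlated at 0.513 with the fold changes after EVs, and that between EV libraries at 0.387 with the fold changes of vehicle against WT. The leading WT axis is set mostly by WT replicate 6, and with WT replicates 1 and 3 alone the correlation was 0.321. Targeting by miR-103-3p and miR-23a-3p stays open, with 81 of 100 control sequences higher for miR-103-3p and 53 of 100 for miR-23a-3p. The value for miR-23a-3p lay inside the range of its controls (-0.0965 to -0.0356), so this test gave no sign of its targeting. An effect of EVs along the same gradient remains possible and untested.

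Meningeal genes were higher after EVs, and 100% of the 19 tested markers were higher in EV libraries than in both other groups. Since the rise of the list had been seen before this share was computed, it decides nothing: more meninges in the dissected tissue and more transcription in the same amount of meninges cannot be told apart. An effect of the EVs on meninges, the biological explanation that the design names, stays open and untested.

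For the 3 counts of single comparisons only 10 splits of the 6 libraries exist, too few for a share under 0.05. The real split was the only 1 of 10 with as many genes in each: 2871 for Rag1-/- + vehicle against WT, 613 for Rag1-/- + WT EVs against Rag1-/- + vehicle and 8 for Rag1-/- + WT EVs against WT, with 0 as the highest other.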

How the results depend on the processing

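Library quality weights and the covariate of reads outside exons were tests chosen after the result was seen. In Rag1-/- + vehicle against WT the 2871 genes became 4788 with DESeq2 on all 9 libraries, 1608 with limma-voom, 5089 with no filter, 712 with the replicate block, 1810 with GC and length offsets, 1156 with the replicate block and these offsets, 107 with 1 surrogate variable, 6140 with library quality weights, 109 with the share of no-feature reads as a covariate, 0 in edgeR with only the 6 samples compared and 1340 at a fold of at least 1.5. In Rag1-/- + WT EVs against Rag1-/- + vehicle the 613 became 1983 with DESeq2, 1102 with no filter, 1149 at 1 CPM, 21 with GC and length offsets, 942 with the replicate block and these offsets, 2187 with 1 surrogate variable, 4055 with quality weights, 1827 with the covariate, 3453 in DESeq2 and 3289 in edgeR with only the 6 samples, and 222 at a fold of at least 1.5. In Rag1-/- + WT EVs against WT the 8 became 340 with DESeq2, 668 with no filter, 20 at 1 CPM, 5 with the replicate block, 1 with GC and length offsets, 20 with 1 surrogate variable, 188 with quality weights, 28 with the covariate, and 161 in DESeq2 and 0 in edgeR with only the 6 samples. Opposite changes, 410 at first, became 1270 with DESeq2, 258 with limma-voom, 767 with no filter, 696 at 1 CPM, 21 with GC and length offsets, 90 with 1 surrogate variable, 2577 with quality weights, 93 with the covariate, 1660 in DESeq2 and 0 in edgeR with only the 6 samples, and 106 at a fold of at least 1.5. Single libraries left out gave 0 to 6602, 0 to 2985, 0 to 1537 and 0 to 1005 genes, in the same order, and a fold limit lowers a count by construction. Of the lists, 12, 17 and 9 passed, and 0, 0 and 0 with an estimated inter-gene correlation and 0, 0 and 0 with fry. For all other changes the cause was not tested.

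Among values of named genes and lists, 592 of 992 gene values and 423 of 532 list values kept the direction of the test and the side of the threshold. The named genes that reversed passed in neither setting. Among lists that passed, the test reversed for ribosomal proteins alone, while the medians of oxidative phosphorylation, microglia and oligodendrocytes changed sign in the settings given in the report and their calls were lost. The value for ribosomal proteins in Rag1-/- + WT EVs vs WT was 0.00405 without Rag1-/- + WT EVs replicate 3 and -0.16 without WT replicate 3. Ddx3y in Rag1-/- + vehicle vs WT was -0.0169 with the replicate block, -0.00294 without WT replicate 6 and 0.198 without WT replicate 3. Rag1 in Rag1-/- + WT EVs vs Rag1-/- + vehicle was 0.0399 with the replicate block. Fos in Rag1-/- + WT EVs vs WT was -0.0585 with the replicate block, -0.235 without Rag1-/- + WT EVs replicate 2, -0.0852 without WT replicate 3, -0.0902 without WT replicate 6 and 0.572 without WT replicate 1. Nsf in Rag1-/- + WT EVs vs WT was -0.0214 with the replicate block, -0.0688 without WT replicate 6 and 0.27 without WT replicate 3. Prkce in Rag1-/- + WT EVs vs WT was -0.00023 with the replicate block, -0.00131 without WT replicate 6 and 0.149 without WT replicate 3. Gphn in Rag1-/- + WT EVs vs WT was -0.0211 without Rag1-/- + WT EVs replicate 3, -0.0375 without WT replicate 6 and 0.0885 without WT replicate 3. The odds ratio near Rag1 with a 5 Mb window was 1.2 in Rag1-/- + vehicle against WT and 1.38 after EVs. The cause was not tested.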

Other observations

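Of the tests named here none was chosen after the result was seen. The count for Rag1-/- + vehicle against WT was 2871 in edgeR, 4788 in DESeq2 on all 9 libraries and 3646 in DESeq2 on the 6 compared. The edgeR count is lower than the DESeq2 value quoted from the study above.

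After EVs the count against vehicle was 613 in edgeR, 1983 in DESeq2 on all 9 libraries and 3453 in DESeq2 on the 6 compared. The edgeR count is lower than the DESeq2 value quoted from the study above.

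Genes higher in vehicle libraries and lower after EVs numbered 137 in edgeR, 769 in DESeq2 on all 9 libraries and 1058 in DESeq2 on the 6 of each comparison. The edgeR count is lower than the DESeq2 value quoted from the study above.

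Opposite changes in both directions numbered 410 in edgeR, 1270 in DESeq2 on all 9 libraries and 1660 in DESeq2 on the 6 of each comparison. The edgeR count is lower than the DESeq2 value quoted from the study above.

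The study names DESeq2 as its tool, so the edgeR counts come from another test. For all 4 counts DESeq2 on all 9 libraries lay closer to the values quoted from the study above than edgeR did. It also lay closer than DESeq2 on the libraries compared alone. Which libraries the study fitted together is not stated.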
